# The Influence of LepR Tyrosine Site Mutations on Mouse Ovary Development and Related Gene Expression Changes

**DOI:** 10.1371/journal.pone.0141800

**Published:** 2015-11-03

**Authors:** Xiaoyu Tu, Zhichao Kuang, Xia Gong, Yan Shi, Lin Yu, Huijuan Shi, Jian Wang, Zhaogui Sun

## Abstract

Leptin exerts many biological functions, such as in metabolism and reproduction, through binding to and activating the leptin receptor, LepRb, which is expressed in many regions of the brain. To better understand the roles of LepR downstream signaling pathways, Y123F mice, which expressed mutant leptin receptors with phenylalanine (F) substituted for three tyrosines (Y) (Tyr985, Tyr1077 and Tyr1138), were generated. The body weight and abdominal fat deposits of Y123F homozygous mice (HOM) were higher than those of wild-type mice (WT). HOM ovaries were atrophic and the follicles developed abnormally; however, the HOM ovaries did not exhibit polycystic phenotypes. Moreover, Y123F HOM adults had no estrous cycle and the blood estrogen concentration remained stable at a low level below detection limit of 5 pg/ml. LepR expression in HOM ovaries was higher than in WT ovaries. Using cDNA Microarrays, the mRNA expressions of 41 genes were increased, and 100 were decreased in HOM *vs*. WT ovaries, and many signaling pathways were evaluated to be involved significantly. The expressions of 19 genes were validated by real-time quantitative PCR, most of which were consistent with the microarray results. Thus, Y123F HOM mice were suggested as a new animal model of PCOS for research that mainly emphasizes metabolic disorders and anovulation, but not the polycystic phenotype. Meanwhile, using the model, we found that JAK-STAT and hormone biosynthesis pathways were involved in the follicular development and ovulation disorders caused by LepR deficiency in ovaries, although we could not exclude indirect actions from the brain.

## Introduction

Leptin, the 16 kDa adipocyte hormone product of the ob gene [1], was originally thought to be an anti-obesity hormone. However, in addition to controlling energy balance and body weight as a messenger of energy stores to the brain [2], extensive research has shown that leptin is also a crucial hormone/cytokine in other physiological processes, such as inflammation, glucose homeostasis [3], bone metabolism [4], immune function [5], and most importantly, reproduction [6].

The leptin receptor is the product of alternative mRNA splicing of the db gene, and has six isoforms (LepRa, b, c, d, e, and f) divided into three classes: long, short, and secretory [7]. All isoforms have an extracellular leptin-binding domain, but only the long form, LepRb, contains a full-length intracellular domain mediating leptin signaling [8]. Leptin exerts its biological action by binding to and activating LepRb, which is expressed in many brain regions, as well as certain peripheral tissues; however, the physiological function of peripheral LepRb remains to be determined [9,10,11,12]. LepRb-deficient db/db mice display obese phenotypes similar to those of leptin-deficient ob/ob mice [9,13]. In addition, LepRb-deficient mice also exhibit other metabolic and reproduction abnormalities [14].

Accordingly, using transgenic technology, Jiang Lei et al. generated knock-in lines of mice expressing mutant leptin receptors with phenylalanine (F) substituted for all three tyrosines (Y) residues within exon 18 of LepRb (Tyr985, Tyr1077 and Tyr1138; denoted Y123F) [15]. Y123F mice also manifested obesity, hyperphagia, hyperleptinemia, hyperinsulinemia and impaired glucose tolerance, but less severely than db/db mice [16].

For many years, leptin/LepR-deficient mice, such as db/db mice, have been used as animal model to study polycystic ovary syndrome (PCOS) [16], which is widely acknowledged as the most frequent female endocrine disorder, with a variety of etiological factors and clinic manifestations. PCOS affects 5%~10% of women, causing infertility caused by dysfunctional follicular maturation and ovulation, distinctive polycystic ovaries and hyperandrogenism, together with metabolic abnormalities, including obesity, hyperinsulinism and an increased risk of type 2 diabetes [17,18]. These metabolic and reproductive characteristics are somewhat similar to those of db/db mice; however, some PCOS patients suffer from moderate metabolic disorders as well as infertility, which led us to consider that the Y123F mice might represent a new PCOS model.

However, the abnormal reproduction characteristics of Y123F mice and the gene expression changes in the ovary remain unclear. Whether leptin signaling can directly act on the ovary and how this leads to ovarian pathological changes has yet to be determined. Here, for the first time, we investigated the morphological changes of Y123F murine ovaries compared with those of wild-type (WT) mice, and characterized the follicular developments and identified related gene expression profiling and signaling pathways using a cDNA microarray to explore the potential mechanistic links between LepR tyrosine mutations-induced obesity and reproduction abnormalities. We further evaluated whether Y123F mice could be a new animal model of PCOS.

## Materials and Methods

### Animals

Adult heterozygous Y123F mice were kindly provided by Dr Shi Huijuan at Shanghai Institute of Planned Parenthood Research, Shanghai, China. They were backcrossed to the WT C57BL/6 mice (purchased from Shanghai Laboratory Animal Research Center, Shanghai, China) for at least three generations to yield heterozygous Y123F mice in the C57BL/6 background, which were then inbred to produce homozygous Y123F mice and WT littermates. Mice were genotyped by PCR analysis of tail-tip DNA at 4 weeks of age. All mice were fed ad libitum with a standard diet and maintained in a temperature-and light-controlled room (22–24°C with 55%–65% relative humidity and a 12/12 hours light/dark cycle). The study was approved by the Animal Ethics Committee at Shanghai Institute of Planned Parenthood Research. Animals were cared for in accordance with the principles of the Guide to the Care and Use of Experimental Animals.

### Phenotypic studies

Mice were weighed at the 4^th^ week, 8^th^ week and 12^th^ week after birth. At 12 weeks of age, all mice were euthanized by decapitation. Blood samples were collected and centrifuged, and the serum was stored at −20°C for further analysis. Ovaries were excised, cleaned of fat, weighed, and frozen at −80°C. Abdominal fat deposits were dissected and weighed using an analytical balance (Shanghai ShangTian Precision Instrument Co., Shanghai, China). The amount of estrogen was quantified using a commercial ELISA kit (Shanghai Hu Shang Bio Technology Co., Shanghai, China), according to the manufacturer's instructions.

### Estrous cycle analysis

At 10 weeks of age, the estrous cycles of mice were monitored by vaginal smears between 8:00 and 9:00 AM for 12 consecutive days. Cells that were detached from the vaginal epithelium were removed with a cotton swab saturated with normal saline (NaCl, 0.9%), and then placed on a clean glass slide to create well-proportioned tracks of smears. The slides were then stained with Giemsa and examined under a Leica DM750 microscope (Leica, Nussloch, Germany) at 10× and 40× magnifications. Stages were assessed based on vaginal cytology [19]. A proestrus smear consisted predominantly of nucleated cornified cells; an estrus smear consisted primarily of anucleated cornified cells; a metestrus smear consisted of an equal proportion of leukocytes, cornified and nucleated epithelial cells; and a diestrus smear consisted primarily of leukocytes. A 4 to 5 day estrous cycle was determined to be a regular cycle, and a cycle duration of >5 days or <4 days was considered to be an irregular cycle [20]. Those displaying constant estrus, intermittent regularly, and intermittent irregular estrous cycles were also defined as irregular cycling [21].

### Hematoxylin and eosin (HE) staining

Ovaries were fixed for 72h in 4% paraformaldehyde in PBS (pH 7.2). After serial dehydratation steps, the samples were embedded in paraffin and serially sectioned at a thickness of 5μm. Sections were deparaffinized, hydrated, stained with HE, and analyzed under a Leica DM750 microscope (Leica).

### Immunohistochemistry for the Leptin Receptor

Sections of paraffin-embedded ovaries (5μm) from each mouse were collected on glass slides, then deparaffinized and hydrated. Antigen retrieval was achieved by microwaving the slides in 0.01M sodium citrate solution (pH 6.0) for 15min, cooling to room temperature and washing three times in phosphate buffered saline (PBS) each for 5 min. After washing, the slides were blocked with 3% hydrogen peroxide in PBS for 10 min to quench endogenous peroxidase activity. The nonspecific background was eliminated by blocking with 10% lamb serum in PBS for 1 h at room temperature. The slides were then incubated with rabbit polyclonal anti-LepR antibody (Boster, Wuhan, China) at a 1:50 dilution in 10% lamb serum in PBS and incubated overnight at 4°C. After washing with PBS, the slides were incubated for 1 h at room temperature with biotinylated goat anti-rabbit IgG antibody (Invitrogen, Carlsbad, CA, USA) diluted 1:200 in 10% lamb serum in PBS. Immunoreactive signals were detected using streptavidin-HRP and VECTOR Nova RED Peroxidase (HRP) Substrate Kit (Vectorlabs, Burlingame, CA, USA) at room temperature. Slides were counterstained with hematoxylin. A negative control was performed by omitting the primary antibody incubation step. Immunostaining was observed using a Nikon Eclipse 50i microscope (Nikon, Tokyo, Japan) and captured by NIS-Element F Software.

### Western blotting analysis for the Leptin Receptor

Total proteins were extracted from whole ovaries on ice in lysis buffer (Beyotime, Shanghai, China). Lysates were homogenized using a homogenizer and centrifuged at 12 000 × g for 15 min at 4°C and the protein concentrations were measured using a BCA Protein Assay Kit (CWBIO, Beijing, China). Approximately 10 μg of protein extracts were mixed with 1× loading buffer to denature them and before separation by electrophoresis on an SDS polyacrylamide gel for 1.5h. The electrophoresed proteins were then transferred to 0.45-μm nitrocellulose membrane (ImmobilionTM-NC Millipore Corporation, MMAS, USA) for 2.0h. The membranes were then blocked with 7% nonfat dry milk powder (NFDMP) in Tris-buffered saline (TBS: 2 mM Tris-HCl, 15 mM NaCl, pH 7.4), containing 0.1% Tween-20 (TBST) for 1h at room temperature. The membranes were incubated overnight at 4°C with rabbit polyclonal anti-LepR antibody (Boster) (dilution 1/300) in TBST with 3.5% NFDMP. After several washes in TBST, they were incubated for 1h at room temperature with a horseradish peroxidase-conjugated anti-rabbit IgG (dilution 1/2000) in TBST with 3.5% NFDMP. After washing again in TBST, the signals were detected by SuperSignal^™^ West Dura Extended Duration Substrate (Thermo Fisher Scientific, MMAS, USA) and analyzed using the FluorChem Gel documentation system (Tanon, Beijing, China). Band intensities were analyzed by Image J software. GAPDH was used as a loading control, using an antibody against GAPDH from Proteintech Group, USA. The results were obtained from four independent western blotting experiments.

### Gene profiling using Illumina Microarrays

Three experimental sets comprising six ovaries of WT mice and Y123F mice were used for microarray analysis. Total RNA was isolated from mouse ovaries using the Trizol Total RNA isolation reagent (Biostar Genechip inc, Shanghai, China), according to the manufacturer’s instructions. RNA concentration was measured by UV spectrophotometry, and OD 260/280nm ratios between 1.7 and 2.0 were obtained for all RNA samples. The quality of the total RNA was determined by electrophoresis. The RNA of each group of three mice was evenly mixed, and 5μg of the mixed RNA sample was used to synthesize cDNA. The RNA sample was converted into double-stranded cDNA, and then cRNA was synthesized and amplified cRNA using the Illumina^®^TotalPrep RNA Amplification Kit, according to the manufacturer’s instructions. Illumina Microarrays with the Mouse whole-Genome Hybridize 6-Sample BeadChip were used, and an Illumina BeadStation 500 System (Illumina, San Diego, CA, USA) was used to plot and analyze the microarray data. Probe-level data analysis was performed on the Illumina Beadstudio Application using the robust multichip analysis method. Normalization and differential analysis algorithms were used to determine the target genes, with detection p-value <0.01 and the relative change in the diffscore of >20 or <-20. The LepR regulated genes in ovaries that were screened out were indicated as signal fold differences of Y123F compared with WT controls. The processed data were exported and presented as tables. The microarray CEL files, normalized data and experimental information have been deposited in the Gene Expression Omnibus, and are available by the accession number GSE73590. Using pathway analysis software in the Kyoto Encyclopedia of Genes and Genomes (KEGG) public database, genes were screened according to the KEGG classification for the significant pathways involved.

### Quantitative real-time PCR (qPCR)

QPCR was performed to quantify the expressions of *Gapdh*, *Cfd*, *Ovgp1*, *Cited4*, *C3*, *Hsd17b7*, *Ugt1a10*, *Acsl4*, *Adora1*, *Cish*, *Timp1*, *Prlr*, *Nupr1*, *Kit*, *Serpina5*, *Fabp3*, *Insl3*, *Lep*, *Serpina3c* and *Gpha2* in the ovary. The primer sets are shown in Table 1. Total RNA was extracted from each tissue using Trizol (Invitrogen). RNA purity and quantity was confirmed using a NanoDrop ASP-3700 spectrophotometer (ACTGene, Piscataway, NJ, USA), OD 260/280nm ratios between 1.8 and 2.0 were obtained for all RNA samples. Total RNA from each sample was reverse transcribed into cDNA using a standard oligo-dT RT protocol with a ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan). QPCR reactions were carried out in a 10-ul reaction volume with SYBR Green I Master Mix reagent (Toyobo, Osaka, Japan) and 5 pmol of the specific primer pairs shown in Table 1. The PCR thermal cycling conditions were 95°C for 10 min for polymerase activation and the initial denaturation step, followed by 40 cycles with denaturation at 95°C for 30s, annealing at 60°C for 30s and extension at 72°C for 30s. A melting curve analysis was recorded at the end of the amplification to evaluate the absence of contaminants or primer dimers. Each set of qPCR reactions was repeated three times, and the levels of gene expression were expressed in the form of 2^-ΔΔCt^.

**Table 1:** Primers used in quantitative real-time PCR.

Gene	Accession number	Primer sequences (5′–3′)
Cfd	NM _001291915.1	Upstream:ACTGCATGGATGGAGTGACG
		Downstream:CGTATTGCAAGGGTAGGGGT
Ovgp1	NM _007696.2	Upstream: TGCTGTCGGCTGCTGTCTCT
		Downstream:ATCTGCGGGTGTCCCAAGCT
Cited4	NM _019563.2	Upstream: TGCCAGATGACAGTTGGGTC
		Downstream:CGGAGAGATGGCTCCCTAGA
C3	NM _009778.3	Upstream: TGGAGGTCAAGGCTGCTGTCT
		Downstream:CTGGCACTTGGTCGCTAAGGT
Hsd17b7	NM _010476.3	Upstream: CTGTGACACCGTACAACGGA
		Downstream: GCTCGGGTGATCCGATTTCT
Ugt1a10	NM _201641.2	Upstream: AACTGTCTCCAGGGGAAGCC
		Downstream:TTCGATGGTCTAGTTCCGGTG
Acsl4	NM _001033600.1	Upstream: AGAACGCTGGTGGAATCCTACG
		Downstream:TCAGCAACAGCAAGCAGACCAT
Adora1	NM _001008533.3	Upstream: ACAGGAGGGAACGGAGAGGTT
		Downstream: TGTGGATTGTCGGCTGGAGGT
Cish	NM _009895.3	Upstream: GCCAGACAGACAGGAGCCAGAA
		Downstream:GCAGGAAACGGACACAAGGGAG
Timp1	NM _001044384.1	Upstream: GGCATCTGGCATCCTCTTGT
		Downstream: GCTGGTATAAGGTGGTCTCGT
Prlr	NM _001253781.1	Upstream: ATCTTTCCACCAGTTCCGGG
		Downstream: TGGTGGTGGAACCCATTTTGA
Nupr1	NM _019738.1	Upstream: CAATACCAACCGCCCTAGCC
		Downstream: GGCCTAGGTCCTGCTTACAAC
Kit	NM _001122733.1	Upstream: TGCGTGTGGGTGAGTTGTGTTG
		Downstream: AGGTCCTTCGGCACTTCACTCC
Serpina5	NM _172953.3	Upstream: CCACCCATGCTGACTTGTCT
		Downstream: GGTCAGCAGAAAGGGTCTGG
Fabp3	NM _010174.1	Upstream: GTGACAGCAGATGACCGGAA
		Downstream: CTCACCACACTGCCATGAGT
Insl3	NM _013564.7	Upstream: ACCGCTGCTGTCTTACTGGCT
		Downstream: AGGAGGTGGGCACAGGTCAT
Lep	NM _008493.3	Upstream: AAATGTGCTGGAGACCCCTG
		Downstream: GGGTGAAGCCCAGGAATGAA
Serpina3c	NM _008458.2	Upstream: AGCAGACTTCCAGCAGCCTCT
		Downstream: TGGGCACCTTCACAGACCTCT
Gpha2	NM _130453.3	Upstream: CCAGTGGCTATCGGCACAACA
		Downstream: GTAGCGGGAGAAACGGCACAT
GAPDH	NM _001289726.1	Upstream: GTGAAGGTCGGTGTGAACGGATT
		Downstream: GGTCTCGCTCCTGGAAGATGGT

### Statistical Analysis

All data are presented as Mean ± SD. Statistical analyses were performed with unpaired two-tailed Student’s t test; a p-value < 0.05 was considered statistically significant.

## Results

### Phenotypic evaluation of two mouse genotypes

According to the results of PCR analysis of tail-tip DNA and 2% gel electrophoresis, for the Y123 mice two bands at 400bp and 450bp represented the heterozygous genotype; one band at 450bp represented the homozygous genotype; and one band at 400bp represented the WT (figure not shown). We focused on two groups: homozygous genotype (HOM) and the WT. Compared with WT mice, the body weight of HOM mice began to increase significantly from 4 weeks of age. The difference in body weight was statistically significant between the two groups at the 4th week (p <0.05), 8th week (p<0.01) and 12th week (p<0.01). Similarly, the difference in abdominal fat deposits was significant at the 12th week (p<0.01; higher in the HOM *vs*. WT), while the ovarian weights were lower in the HOM mice than in the WT mice (p<0.01) (Table 2, Fig 1A and 1B).

**Table 2:** Body weight (BW), abdominal fat deposits and ovarian weight in HOM and WT groups (mean ± SD, g for BW and fat deposits, mg for ovary weight).

genotype	4th week (BW)	8th week (BW)	12th week (BW)	12th week (fat deposits)	12th week (ovary weight)
HOM(n = 8)	10.3 ±0.75 *	28.4 ±1.28**	38.0 ±1.38**	3.4 ±0.34**	7.5 ±3.17**
WT (n = 8)	7.8 ±0.67	19.1 ±0.65	20.7 ±0.57	0.2 ±0.01	17.0 ±3.10

Note: Asterisks indicate significant differences in the same column (*: P < 0.05, **:P < 0.01).

**Fig 1:**
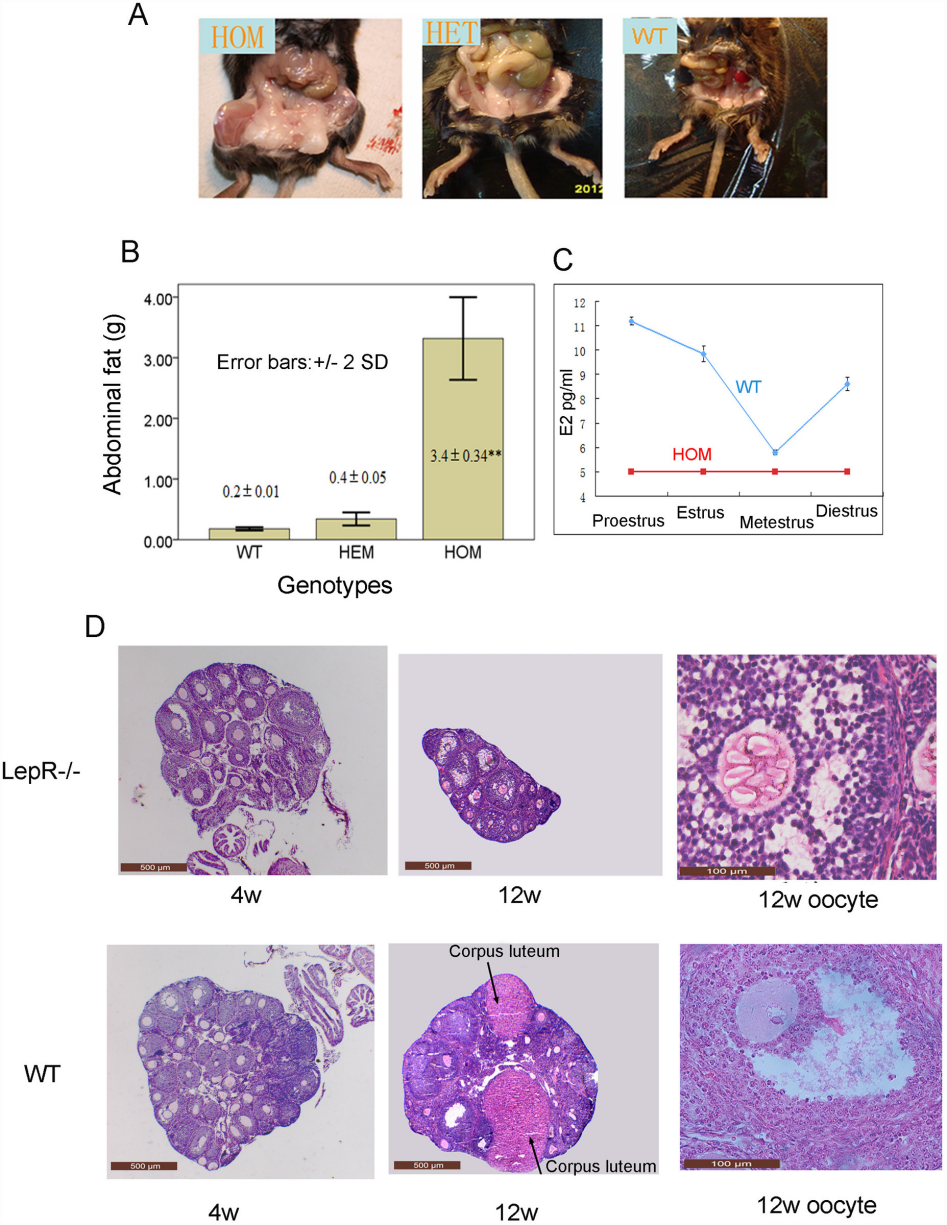
The phenotypic analysis of the LepR mutant mouse Y123F. Panel A: Images of mouse peritoneal anatomy showing the abdominal fat accumulation at postnatal week 12. HOM, homozygous mutation; HET, heterozygous mutation; WT, wild type. Panel B: The comparative statistics of abdominal fat accumulation among different genotypes of mice at 12 weeks of age, as shown in Panel A. Panel C: Concentrations of estrogen throughout the estrous cycle of two mouse genotypes at postnatal week 12. Panel D: Ovarian morphology of the HOM and WT mice at postnatal week 4 and 12 In the top row, from left to right (in order) are ovarian sections of mutant homozygous mice at the age of 4 and 12 weeks (4×10 magnification), and a local enlargement picture of the ovarian section of 12w (10×10 magnification), which includes a typical follicle to show the characteristics of the contained oocyte. In the bottom row, in parallel, are the corresponding controls of the WT.

### The estrous cycle and corresponding estrogen level in two mouse genotypes

Monitoring 10 of each mouse genotype by vaginal smears for 12 consecutive days at the age of 10 weeks, showed that the WT mice exhibited regular and complete estrous cycle lasting for 4 to 5 day, specifically with four distinct stages: predominantly nucleated oval cornified cells and occasionally cornified cells were seen in proestrus smears; predominantly anucleated irregular cornified epithelial cells and occasionally nucleated cells were seen in estrus smears; leukocytes, irregular cornified and columnar epithelial cells were seen in metestrus smears; leukocytes were seen primarily in diestrus smears. By contrast, the HOM mice lacked estrus cycles: their cell morphology did not change and anucleated cornified epithelial cells were always observed during the 12 days (images not shown). At postnatal week 12, mice at different stages of the estrous cycle were sacrificed to collect blood. Immediately following blood collection, the mice were examined again by observing vaginal smears to confirm their estrous cycle stages. The concentration of estrogen of WT mice fluctuated throughout the estrous cycle, reaching a peak at proestrus and the lowest level at metestrus, whereas the estrogen concentration of HOM mice remained stable at a low level (below 5pg/ml, the lower limit of detection), which were all recorded as 5pg/ml for convenience (Fig 1C).

### Ovarian morphology of two mouse genotypes

At 4 weeks, no significant differencee between the ovaries and follicles of HOM and WT mice were observed by HE staining. At postnatal week 12, HE staining demonstrated different ovarian morphology between the two groups. Developing follicles and corpora lutea were observed in WT ovaries, which indicated normal ovulation function. Although developing follicles could be observed in HOM ovaries, ovulation was not observed. In addition, HOM ovaries were atrophic and immature; the oocytes of some tertiary follicles developed abnormally because they were fragmented and had thickened zona pellucida, as it can be seen in the magnified picture on the right in Fig 1D.

### LepR expression changes of Y123F female mouse ovaries

To examine the expression of LepR in the ovaries of the two genotypes, immunohistochemistry and western Blotting were performed. As shown in Fig 2, immunohistochemistry showed that the total expression level of LepR in WT ovaries was significantly lower than in the HOM group and LepR was distributed mainly in granulose cells of the secondary follicle stage. Meanwhile, the mRNA level of *LepR* in HOM ovarian tissues was significantly higher than in WT, as shown in Fig 3A. Western blotting showed that LepRb was significant expressed in the mouse ovary compared with GAPDH, using brain as a positive control and kidney as a negative control; however, expression level of LepR was not statistically different between the HOM and WT group. Moreover, other LepR isoforms were also expressed in brain as well as LepRb, whereas ovary mainly expressed LepRb. (Fig 3B and 3C)

**Fig 2:**
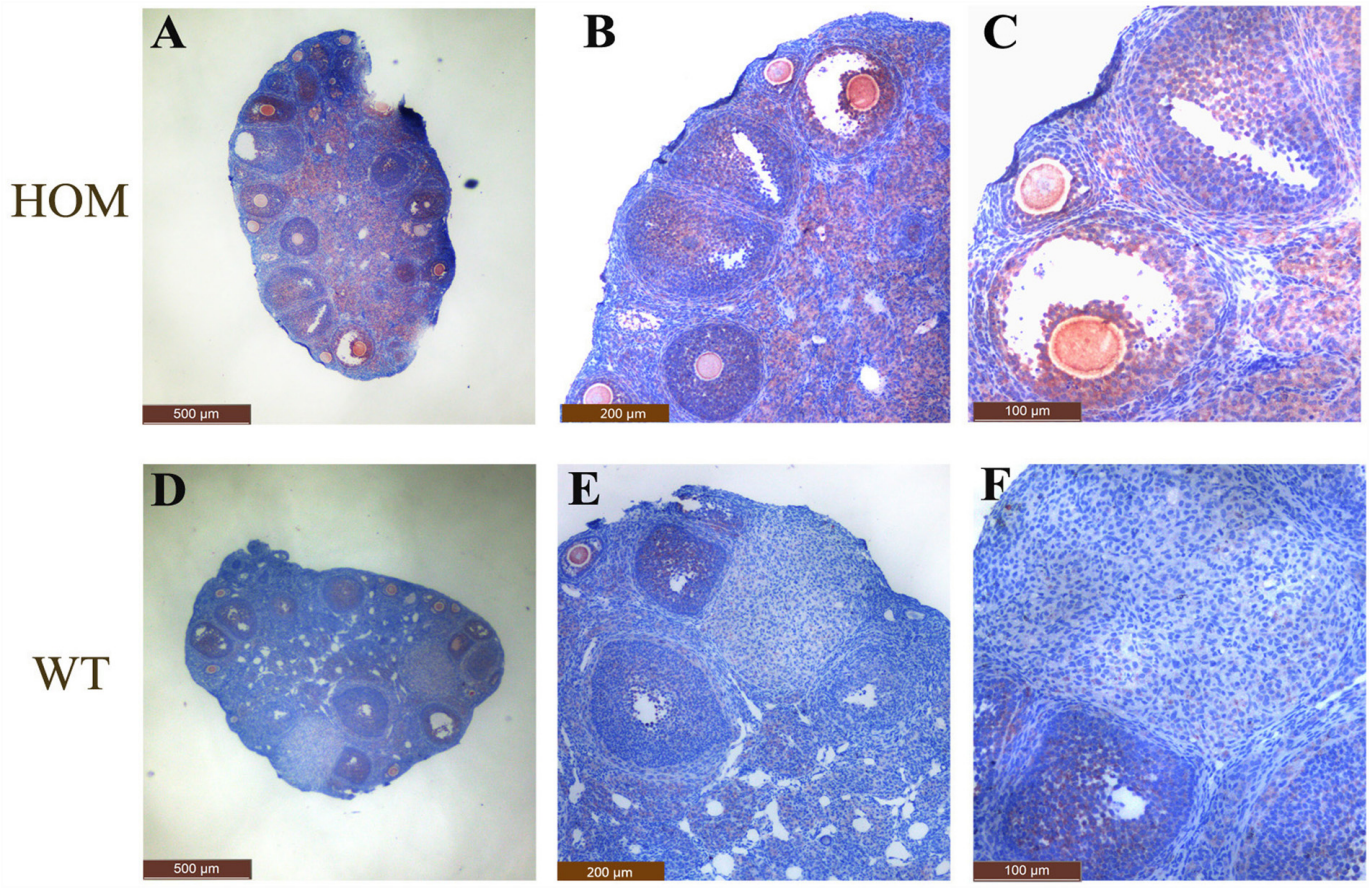
Immunohistochemical detection of LepR in HOM and WT ovaries. Panel A, B, C: LepR expression in HOM ovaries observed at 4×10 magnification, 10×10 magnification and, 20×10 magnification, respectively. Panel D, E, F: LepR expression in WT ovaries observed at 4×10 magnification, 10×10 magnification and 20×10 magnification, respectively. LepR expression was mainly detected at the surfaces of theca cells and granulosa cells of follicles. The total expression level of LepR in WT ovaries was significantly lower than in HOM ovaries.

**Fig 3:**
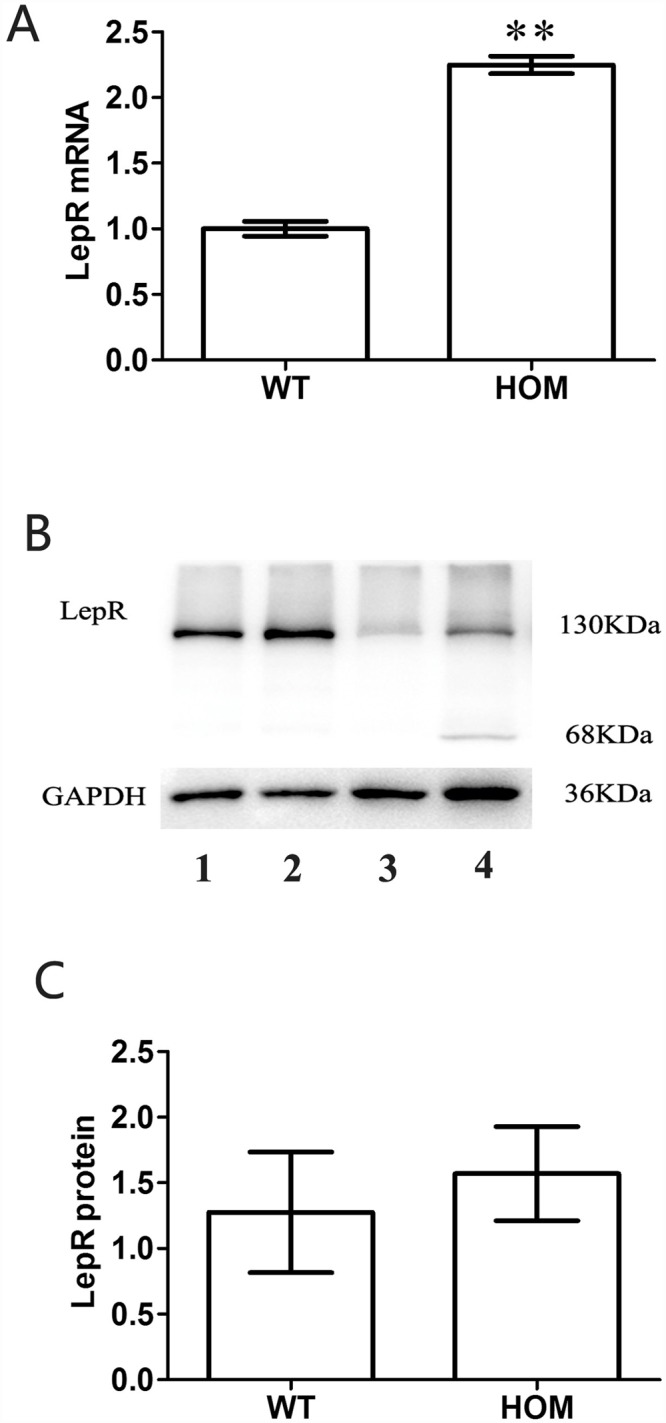
Detection of LepR mRNA and protein levels in ovarian tissue extracts of LepR Y123F mutated Homozygous (HOM) and wild mice (WT). Panel A, Relative ovarian mRNA expressions of *LepR* in HOM and WT ovaries (n = 3). All data were normalized by WT, and bar values are presented as mean ±SD. **p<0.01. The mRNA expression level of *LepR* in HOM ovaries was significantly higher than in WT ovaries. Panel B. LepR protein expression level detection by western blotting. Upper row is LepR, and the lower row is the internal control of GAPDH. Lanes 1 and 2 were loaded with ovary samples of WT and HOM, respectively; and lanes 3 and 4 with kidney and brain samples. Panel C. Densitometric analysis of western blotting detection of LepR. Data are represented as mean ±SD of measurements from four independent experiments. No statistical difference was found.

### Gene profiling by applying Illumina chips

According to the Illumina method, the ratio of HOM and WT gene expression levels were compared, and genes with statistically significant differences was identified. 

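The arrays are labelled as ovary, and the paper describes the mice as 12 weeks old, HOM for Y123F, the strain with phenylalanine in place of Tyr985, Tyr1077 and Tyr1138 of LepRb, or WT of the same litters. All 8 measured housekeeping genes were detected on both arrays, and 7 of 8 smooth muscle genes were detected, with *Acta2*, smooth muscle actin, at a signal of 17044 on the WT array and 16839 on the HOM array. Genes of ovarian cells were mostly near background on both arrays, and 4 of 23 measured ovarian markers were detected on both. Of 14 uterine markers not looked at before, 11 were detected on both. The RNA may therefore have come mainly from another organ of the reproductive tract, such as the uterus. All values of these arrays given below, in the Discussion too, carry this limit and may not be readings of ovary. Of 12 measured genes of granulosa cells 4 were detected, of 10 luteal genes 4, of 19 oocyte genes 3, and of 8 genes of theca and interstitial cells 6. *Star*, which carries cholesterol into the mitochondrion for steroid synthesis, had a signal of 1.44 on the WT array and 1.72 on the HOM array. *Cyp17a1* of theca cells had 0.833 and 2.12, *Amh* of growing follicles had 1.21 and -0.241, and *Zp3* of the zona pellucida had 1.84 and 6.19. The dimmest detected probe had a signal of 15.1 on the WT array and 15.9 on the HOM array. *Acta2*, *Star*, *Cyp17a1*, *Amh* and *Zp3* are examples that were chosen after their values had been seen. *Lepr* was not detected by either of its 2 probes on either array, so its level could not check the labels. The X-linked *Xist* was detected on both arrays and none of 3 measured Y-linked genes was.

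**Figure D1:**
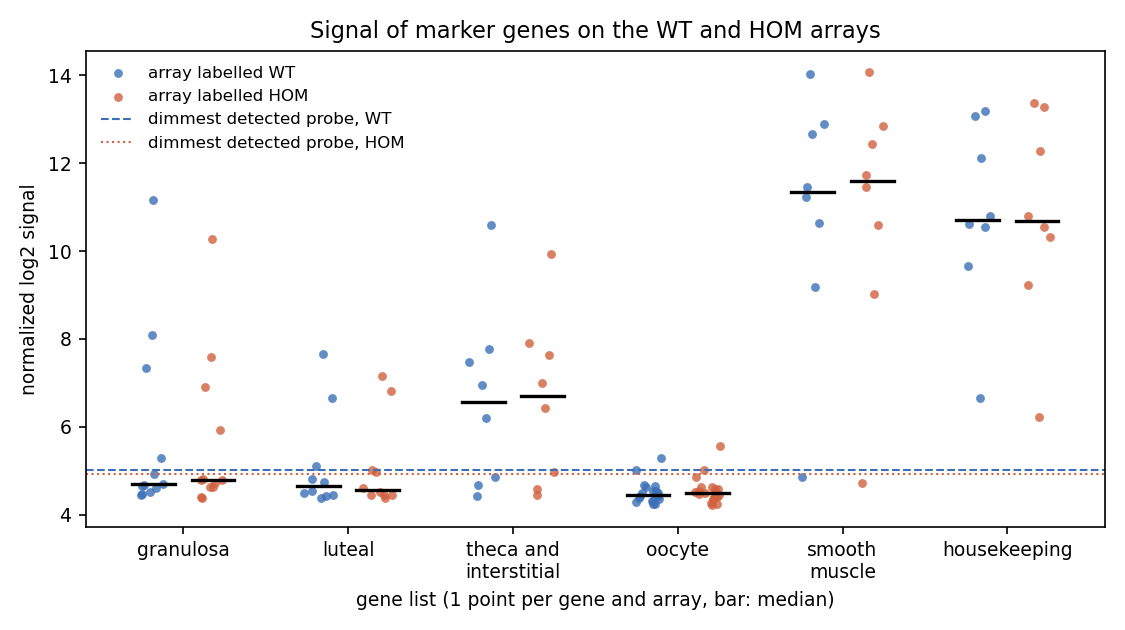
Normalized log2 signal of each measured gene of 6 lists on the array labelled WT (blue) and the array labelled HOM (orange), with the median of each list as a bar and the dimmest detected probe of each array as a dashed or dotted line. Most granulosa, luteal and oocyte genes lie below the lines on both arrays, while 7 of 8 smooth muscle genes and all 8 housekeeping genes lie above them.

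Each genotype was measured once, as 1 pool of RNA on 1 array of an Illumina mouse whole-genome BeadChip. The Methods state that the RNA of 3 mice was mixed for each group, and the heading of S1 Table states that 6 ovaries of 6 mice were pooled. With 1 array per genotype there is no replicate error and no p-value, and a ratio describes these 2 pools. The authors deposited the background-subtracted signal intensity of 45281 probes, with a detection p-value from negative control beads, and a second table normalized between the arrays. At a detection p-value below 0.01, 14902 probes (32.9%) were detected on the WT array and 15589 (34.4%) on the HOM array. The signals were corrected for background with limma's normexp method, 16 was added, and the log2 values were quantile normalized. The added value pulls the ratios of dim probes toward 1. A gene was represented by its brightest probe, and 9819 of 19057 genes were detected on at least 1 array. Where a probe was detected on 1 array only, the ratio is a bound against the normalized value of the dimmest detected probe of the other array. Such an "at least" value makes no allowance for measurement error, so one close to 1 gives no clear direction. As a measure of technical spread, log2 HOM/WT differed between the probes of one gene with an SD of 0.33 over 3225 genes with several detected probes. The median log2 HOM/WT of all detected genes was 0.04 after quantile normalization, 0.22 after median scaling and 0.28 without scaling, so the sign of a small ratio depends on the scaling.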

The original data were uploaded into GEO library, with login number of GSE73590. The expression of 41 genes was increased in HOM *vs*. WT mouse ovaries, and the expression of 100 genes was decreased (S1 Table). 

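On the array labelled HOM, 40 genes were at least 2-fold higher and 146 genes at least 2-fold lower than on the array labelled WT by their normalized values, among 9819 detected genes. These are mostly not the genes of S1 Table. It lists 3 of the 40, *Ltf*, *H2-Eb1* and *Fcgr4*, all as decreased, and 1 of the 146, *Inmt*, as decreased. Across the 106 genes of S1 Table detected here, the log2 ratios had a Pearson r of 0.018 with those of the paper. Whether the deposited arrays are those behind S1 Table therefore stays open. Among the 10 highest was *Ltf*, the secreted iron-binding protein lactotransferrin, with a signal of 443 on the WT array and 1544 on the HOM array (HOM/WT = 2.73). With it were the serine protease *Prss29* (HOM/WT = 2.51), the cytokine *Lif* (2.45), the immunoproteasome subunit *Psmb8* (2.44), the AP-1 transcription factor *Junb* (2.40), the chromatin remodelling subunit *Smarcc1* (2.55), *Hcls1* of hematopoietic cells (2.36) and the actin-capping *Tmod1* (2.35). *Dnajc17* and *Gpatch4* were detected on the HOM array only and were at least 2.08-fold and at least 1.99-fold higher there, but for *Gpatch4* the mean log2 HOM/WT over its 2 detected probes was 0.78, below 2-fold. The lower genes included the collagens *Col3a1* (HOM/WT = 0.267) and *Col4a5* (0.324), *Rgs5* of pericytes (0.299), the methyltransferase *Inmt* (0.301), the RNA helicase *Ddx3x* (0.325), the actin-bundling *Pls3* (0.349) and *COX2*, the mitochondrially encoded subunit of cytochrome c oxidase (0.336). *Cops8*, a subunit of the COP9 signalosome, and the zinc transporter *Slc39a1* were detected on the WT array only and were at least 4.87-fold and at least 3.08-fold lower on the HOM array. For *Xist*, the brightest 2 of its 4 probes gave log2 HOM/WT of -1.81 and -1.99, and the other probes gave 0.09 and -0.35. The other detected probe gave -0.91 for *Col3a1*, -0.46 for *Col4a5* and -0.92 for *Ddx3x*, each short of 2-fold. For *Inmt* the other probe, detected on the WT array only, gave -0.97. Which genes rank highest depends on the offset, which holds back dim probes, and bounds cannot be ranked. Of 53 lower genes with another detected probe, 24 were lower by at least 0.5 on the log2 scale on that probe too and 17 were not lower on it. Of 13 such higher genes, 8 were higher by at least 0.5 and 1 was not higher. The split between higher and lower genes moved with the processing. It was 99 higher and 71 lower (41.8% lower) after median scaling and 152 higher and 50 lower (24.8% lower) without scaling, against 78.5% lower after quantile normalization. It was 365 higher and 470 lower (56.3% lower) in the authors' normalized values, 365 higher and 469 lower (56.2% lower) without background correction, and 4 higher and 48 lower (92.3% lower) when 50 was added in place of 16. The paper's criterion, a DiffScore beyond 20 in either direction, rests on Illumina's error model and was not computed here.

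**Figure D2:**
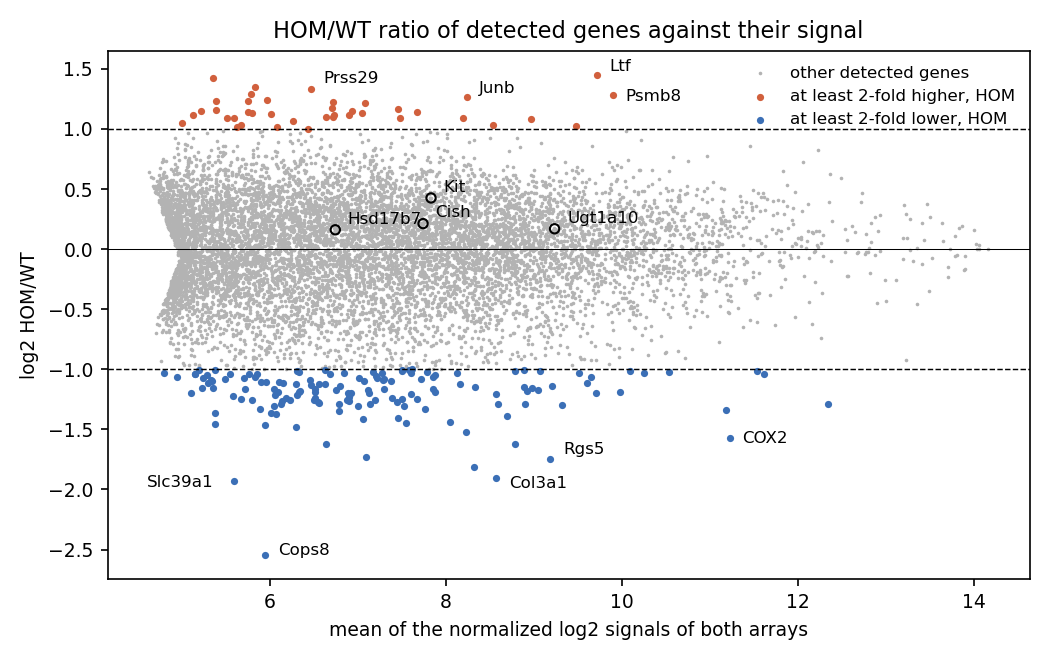
Log2 HOM/WT of each of the 9819 detected genes against the mean of its normalized log2 signals on both arrays, with the 40 genes at least 2-fold higher on the HOM array in orange, the 146 at least 2-fold lower in blue, and dashed lines at 2-fold. *Cish*, *Hsd17b7*, *Ugt1a10* and *Kit*, circled, lie between the dashed lines.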

The significant genes were grouped into different categories that were related to many signaling pathways, such as GSH metabolism pathways, including microsomal glutathione S-transferase 2 (Mgst2, HOM/WT = 0.17), isocitrate dehydrogenase 1 (NADP+), soluble (Idh1, HOM/WT = 0.51); MAPK signaling pathway including growth arrest and DNA-damage-inducible 45 alpha (Gadd45a, HOM/WT = 0.38), mitogen-activated protein kinase-activated protein kinase 3 (Mapkapk3, HOM/WT = 0.36); Jak-STAT signaling pathway including prolactin receptor (Prlr, HOM/WT = 0.46), leptin (Lep, HOM/WT = 4.46), cytokine inducible SH2-containing protein (Cish, HOM/WT = 0.28); GnRH signaling pathway including, calcium channel, voltage-dependent, L type, alpha 1D subunit (Cacna1d, HOM/WT = 3.10), Jun oncogene (Jun, HOM/WT = 0.35); PPARγ signaling pathway including fatty acid binding protein 3, muscle and heart (Fabp3, HOM/WT = 2.36), acyl-CoA synthetase long-chain family member 4 (Acsl4, HOM/WT = 0.236); hormone biosynthesis pathway including hydroxysteroid (17-beta) dehydrogenase 7(Hsd17b7, HOM/WT = 0.21), UDP glycosyltransferase 1 family, and polypeptide A10 (Ugt1a10, HOM/WT = 0.18) (Table 3).

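With the offset of 16 and quantile normalization, no gene listed for glutathione metabolism or MAPK signaling was past 2-fold. One gene each of PPAR signaling and of complement and coagulation was, both lower on the HOM array. No list was made for GnRH signaling. Of 27 measured genes of glutathione metabolism 23 were detected, none past 2-fold, with a median log2 HOM/WT of 0.09. The selenoprotein peroxidase *Gpx3* had a signal of 651 on the WT array and 1645 on the HOM array (log2 HOM/WT 0.98), and *Gstm5* (-0.54) and the mitochondrial *Idh2* (-0.56) had values below 0. The cytosolic *Idh1* had signals of 138 and 139 (log2 HOM/WT -0.27, and 0.01 without scaling). *Mgst2*, a microsomal glutathione transferase, was detected on the WT array only, close to the limit, and was at least 1.17-fold lower on the HOM array. Of 19 measured MAPK signaling genes 17 were detected, none past 2-fold, with a median of 0.27. *Gadd45a*, a stress-induced growth arrest gene, had signals of 233 and 409 (log2 HOM/WT 0.48, with 0.29 as the mean over its probes). The kinase *Mapkapk3* had signals of 39.0 and 65.9 (0.38), and *Jun* 111 and 144 (0.06). *Mapkapk2* had a log2 HOM/WT of 0.47, while the ERK phosphatase *Dusp6* had -0.64. *Jund* was detected on the HOM array only and was at least 1.43-fold higher there. The calcium channel subunit *Cacna1d* had signals of 658 and 689 (log2 HOM/WT -0.25, and 0.06 without scaling). *Lep* was dim on both arrays, with signals of 15.8 and 21.9 (log2 HOM/WT 0.11), and *Prlr* had no named probe. Of 20 measured PPAR signaling genes 11 were detected, with a median of -0.08 that was 0.18 after median scaling and 0.24 without scaling. Lipoprotein lipase, *Lpl*, was past 2-fold (log2 HOM/WT -1.08, but -0.88 after median scaling), the stearoyl-CoA desaturase *Scd2* had 0.93, the acyl-CoA synthetase *Acsl4* had signals of 39.2 and 29.5 (-0.46), and *Fabp3*, a fatty acid carrier, had 19.3 and 32.9 (0.31). Of 18 measured genes of complement and coagulation 14 were detected, with a median of 0.02. The anticoagulant *Thbd* was past 2-fold (log2 HOM/WT -1.31), the complement genes *C4b* (0.93), *C1qa* (0.69) and *C1qb* (0.69) were not, and *C3* and *Cfd* had no named probe. After median scaling *Gpx3* (log2 HOM/WT 1.25), *C4b* (1.15) and *Scd2* (1.14) were past 2-fold as well. In the authors' normalized values, of the genes named here, *Jund* (1.12) and *Scd2* (1.02) were past 2-fold beside *Lpl* and *Thbd*. Against 10000 random lists of the same size and signal, the median of glutathione metabolism lay at percentile 74.5, MAPK signaling at 98.7, PPAR signaling at 20.4 and complement and coagulation at 50.1. Over MAPK genes detected on both arrays the percentile was 83.0, and these percentiles describe the 2 arrays alone.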

**Table 3:** Pathways involved in LepR gene site mutation of Y123F mice.

KEGG pathways associated with LepR	Identity
Glutathione metabolism	480
Jak-STAT signaling pathway	4630
MAPK signaling pathway	4010
Peroxisome	4146
Complement and coagulation cascades	4610
Cytokine-cytokine receptor interaction	4060
Steroid hormone biosynthesis	140
Bile secretion	4976
Adipocytokine signaling pathway	4920
PPAR signaling pathway	3320

### Validation of gene expression

QPCR was used to validate significant expression changes of selected genes. 

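On the arrays, *Insl3*, a hormone of theca cells, had a signal of 52.3 for WT and 76.4 for HOM, a log2 HOM/WT of 0.23, and of 0.37 after median scaling. *Serpina5*, a serine protease inhibitor, was not detected on either array, with signals of 1.42 for WT and 9.85 for HOM on the brighter of its 2 probes. *Gpha2*, a glycoprotein hormone subunit, was not detected on either array either, with signals of 2.45 and -1.29, so no fold is given for these genes.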

Nineteen genes were selected according to possible related KEGG pathways: *Kit*, *Serpina5*, *Fabp3*, I*nsl3*, *Lep* and *Gpha2* were up regulated in the microarrays and in qPCR validation. 

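The transcriptional coregulator *Cited4* had a signal of 932 on the WT array and 1329 on the HOM array (log2 HOM/WT 0.18). *Timp1*, an inhibitor of metalloproteinases, had signals of 291 and 476 (0.38, with 0.31 as the mean over its probes). The stress-responsive *Nupr1* had 160 and 297 (0.56). None of these genes was past 2-fold under any of the background corrections or scalings tried. *Adora1*, the adenosine A1 receptor, had no named probe here.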

*Cfd*, *Cited4*, *C3*, *Hsd17b7*, *Ugt1a10*, *Acsl4*, *Adora1*, *Cish*, *Timp1*, *Prlr* and *Nupr1* were all down regulated in qPCR detection and in the microarray experiments. Only *Serpina5*, *Fabp3* and *C3* showed non-significant expression changes in the qPCR analysis. 

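*Ovgp1*, the glycoprotein of oviduct secretory cells, was detected by 1 of its 2 probes, with a signal of 238.5 on the WT array and 144 on the HOM array. Its log2 HOM/WT was -0.95, and -1.03, past 2-fold, in the authors' normalized values and without background correction. Of 11 measured genes of the oviduct's secretory and other glandular epithelium, 10 were detected, with a median log2 HOM/WT of 0.04 (percentile 55.4 of random lists). Of this list *Ltf* was past 2-fold (log2 HOM/WT 1.45). *Krt7*, an epithelial keratin, had 0.65, and *Cldn7*, a tight junction protein, was detected on the WT array only and was at least 1.27-fold lower on the HOM array. Of 9 measured genes of ciliated epithelium only *Rsph1* (log2 HOM/WT 0.34) and *Tekt1*, at least 1.05-fold higher on the HOM array, were detected. *Serpina3c* had no named probe.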

Only two genes, *Serpina3c* and *Ovgp1*, had the opposite results in the microarray experiments compared with the qPCR validation (Table 4).

**Table 4:** The expression differences of 19 selected genes from cDNA microarrays used for qPCR validation.

Gene	HOM/WT	
	microarrays	qPCR
*acsl*	0.23	0.61 ±0.03**
*adora*	0.27	0.41 ±0.06**
*C3*	0.20	0.81 ±0.11
*Cfd*	0.04	0.50 ±0.02**
*Cish*	0.28	0.70 ±0.04**
*Cited4*	0.13	0.39 ±0.03**
*Fabp3*	2.34	1.14 ±0.08
*Gpha2*	6.08	2.08 ±0.26**
*Hsd17b7*	0.21	0.39 ±0.01**
*Insl3*	3.30	3.14 ±0.24**
*Kit*	2.17	2.91 ±0.04**
*Lep*	4.46	12.70 ±0.83**
*Nupr1*	0.46	0.73 ±0.04**
*Ovgp1*	0.08	2.97 ±0.39**
*Prlr*	0.42	0.12 ±0.02**
*Serpina3c*	5.69	0.61 ±0.03**
*Serpina5*	5.07	1.18 ±0.08
*Timp1*	0.30	0.33 ±0.02**
*Ugt1a10*	0.18	0.58 ±0.02*

QPCR data indicated as mean ± SD, where * indicates p<0.05, and ** indicates p<0.01.

## Discussion

In the present study, we investigated the effects of LepR tyrosine mutations on mouse phenotypic characteristics, mainly associated with reproduction. In accordance with previous studies [15,22], Y123F HOM mice displayed early-onset obesity (from 4 weeks of age) and they had higher BWs and more abdominal fat deposits than their WT littermates, though these differences were less pronounced than in db/db mice [15], fully illustrating the importance of leptin and LepR in adiposity metabolism and energy balance. Meanwhile, Y123F HOM mice showed atrophic ovaries, acyclicity, anovulation, increased follicular atresia and infertility, and, especially, hormone changes, including a significant decrease in serum E2 levels, all of which were similar to db/db mice [23,24]. However, polycystic ovaries were not observed in either model [16]. Therefore, Y123F HOM mice can only mimic some characteristics of PCOS, as do db/db mice. Considering that some PCOS patients present with moderate metabolic disorders but with significant reproductive disorders, Y123F HOM mice might represent a new and more appropriate animal model of PCOS than db/db mouse in some cases.

Consequently, we detected LepR expression in the ovaries of HOM and WT mice. The mRNA level of *LepR* in Y123F mice ovaries was significantly higher than in WT ovaries, which might be caused by physiological compensation. The abnormal LepR cannot perform its role effectively; the organism increases its mRNA transcription level through positive feedback regulation to try to compensate for the deficiencies of LepR. Intriguingly, there was a statistical difference at the level of mRNA but not at the level of protein, which might reflect changes in protein degradation of abnormal LepR proteins. However, immunohistochemistry showed that the total expression level of LepR in HOM ovaries was significantly higher than in the WT, presumably because LepR is distributed mainly in granulosa cells of the secondary follicle stage. HOM ovaries contained more secondary follicles than the WT because of disordered follicular development. The identification of LepR expression in ovaries suggested that leptin might have a direct effect on the ovary in HOM mice; however, this does not exclude its indirect actions from the brain. There is no clear consensus on the predominant function of leptin in this particular facet of ovarian physiology, because leptin has been demonstrated to either inhibit ovarian steroid synthesis [25,26,27] or to stimulate aromatase activity and estrogen secretion [28]. In addition, LepR tyrosine mutations-induced obesity also contributed to the reproductive abnormality of Y123F mice, because obesity can lead to decreased LH pulse amplitude and decreased excretion of progesterone metabolites. This may affect ovarian follicular steroidogenesis, leading to abnormal oocyte recruitment and poor oocyte quality and/or altered endometrial development, which could affect the function of the corpus luteum in the luteal phase [29].

To identify other genes and signaling pathway that might be involved in the reproductive abnormality of Y123F mouse ovaries, we used high-density cDNA microarrays to analyze Y123F mouse ovaries and qPCR to verify the microarray data. We identified a group of genes involved in corresponding pathways that changed dramatically in Y123F mouse ovaries.

CISH: CISH (cytokine-inducible SH2 protein) is a member of the SOCS (suppressor of cytokine signaling) family, which comprises eight proteins: SOCS1-7 and CISH. These proteins have similar structures and function as inhibitors of cytokine signaling [30]. All family members contain a central SH2 domain for binding to phosphorylated tyrosines, and a C-terminal ‘SOCS-box’ domain for directing targeted proteins for proteasomal degradation [31]. CISH interacts with LepR by specifically binding to the conserved Y985 and Y1077 motifs in the cytosolic domain. CISH functions through competition with STAT binding at the receptor recruitment site, which may involve inhibition of recruitment of downstream signaling moieties [32]. CISH may also influence growth through regulation of LepR signaling, probably depending on STAT5, since it is activated in different cell types upon leptin stimulation *in vitro* through the Y1077 and Y1138 positions in LepR [33]. In addition, Matsumoto et al observed that CISH itself is a target of STAT5, because they isolated and characterized the promoter region of the *CISH* gene, which contained MGF boxes that are recognized by STAT5 [34]. 

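*Cish* had a signal of 166 on the array labelled WT and 237.5 on the array labelled HOM, a HOM/WT ratio of 1.16. Its log2 HOM/WT was 0.21 after quantile normalization and 0.48 without scaling, and the gene has 1 probe. By qPCR the paper reports *Cish* as lower in HOM, the direction of its own array value. The SOCS family held values of both signs, with 6 of 8 members detected and none past 2-fold. *Socs3*, which STAT3 induces, had signals of 183 and 351 (log2 HOM/WT 0.60), while *Socs2* (-0.46) and *Socs5* (-0.74) had values below 0. *Socs4* was detected on the WT array only by its brightest probe and was at least 1.51-fold lower on the HOM array, but the mean over its detected probes was -0.13. *Socs1* and *Socs7* were not detected. The median log2 HOM/WT of the family was -0.30, at percentile 5.02 of random lists, and over the alternatives run it ranged from -0.34 to -0.055 and the percentile from 2.97 to 23.3. Of 15 measured JAK-STAT receptors, kinases and STATs, 12 were detected and none was past 2-fold. *Stat5a* had signals of 43.2 and 51.8 (log2 HOM/WT -0.01, and 0.13 after median scaling), and *Stat5b* was not detected on either array. *Stat3* had -0.32, with -0.01 as the mean over its probes, the growth hormone receptor *Ghr* had -0.38 and the shared cytokine receptor *Il6st* had -0.36. *Stat4* was detected on the HOM array only and was at least 1.18-fold higher there. The median of this list was -0.10, at percentile 17.5, and it was 0.08 after median scaling and 0.15 without scaling.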

In our study, *CISH* gene expression decreased dramatically in Y123F mouse ovaries because of the abnormal LepR, indicating the possible involvement of the JAK-STAT pathway in ovulation and growth defects.

Hsd17b7: 17b-Hydroxysteroid dehydrogenase type 7 (17HSD type7) is a membrane-associated reductive enzyme belonging to the 17b-Hydroxysteroid dehydrogenases (17HSDs) family, which has the ability to interconvert keto- and hydroxy-groups on position C17 of the steroid backbone, thereby controlling the biological action of hormones [35]. Rodent Hsd17b7 catalyzed the conversion of estrone (E1) to estradiol (E2) and was particularly abundantly expressed in the ovaries of pregnant animals [36]. Besides, mouse Hsd17b7 messenger RNA was obviously and exclusively expressed in a proportion of corpora lutea, indicating Hsd17b7 was the enzyme needed for E2 biosynthesis in the corpora lutea [37]. Moreover, the corpora lutea, which were well vascularized and mainly consisted of normal glandular epithelial cells with nuclei equal in size and pronounced cytosol, expressed more Hsd17b7, indicating a characteristic of an active corpora lutea. By comparison, corpora lutea lacking Hsd17b7 exhibited signs of regression, and a few small corpora lutea showed negative for Hsd17b7 due to luteolysis and involution [37]. Given this, in our study, the decreased expression of Hsd17b7 in Y123F mouse ovaries could contribute to anovulation and the low level of estrogen.

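On the arrays, *Hsd17b7* had a signal of 77.9 for WT and 108 for HOM, a HOM/WT ratio of 1.12. Its log2 HOM/WT was 0.16 after quantile normalization and 0.40 without scaling, and 1 of its 2 probes was detected. Of 10 measured genes of the corpus luteum, *Hsd17b7* included, 4 were detected, with a median log2 HOM/WT of 0.01, and of -0.14 over those detected on both arrays. *Akr1c18*, which degrades progesterone, was close to background, with signals of 17.2 and 16.7 (log2 HOM/WT -0.14), *Parm1* had 167 and 141 (-0.49), and the lipoprotein receptor *Scarb1* was detected on the HOM array only and was at least 1.01-fold higher there. *Cyp11a1*, which makes pregnenolone from cholesterol, and *Hsd3b1*, which makes progesterone from pregnenolone, were not detected on either array. These 2 genes were singled out after their values had been seen. Of 18 measured genes of steroid hormone biosynthesis 9 were detected, none past 2-fold, with a median of -0.14 that was 0.02 without scaling. *Cyp1b1*, which hydroxylates estradiol, had signals of 114 and 62.1 (log2 HOM/WT -0.98, and -1.16 in the authors' normalized values). *Hsd17b12* had -0.55, with -0.14 as the mean over its probes, *Cyp7b1* had -0.35, and *Hsd11b2*, which inactivates corticosterone, had signals of 890 and 1574 (0.49). Of 16 measured genes of cholesterol synthesis and uptake, to which *Hsd17b7* also belongs, 14 were detected, 11 of them with a log2 HOM/WT above 0, and the median was 0.28. The regulator *Srebf2* was past 2-fold (log2 HOM/WT 1.18, with 0.61 as the mean over its probes), and the enzymes *Pmvk* (0.71), *Cyp51* (0.68) and *Fdps* (0.52) were below 2-fold. Against random lists, the luteal median lay at percentile 41.2, that of steroid hormone biosynthesis at 12.9 and that of cholesterol synthesis at 97.8, the last at 94.4 after median scaling. The paper reports lower *Hsd17b7* expression in Y123F ovaries, on its arrays and by qPCR, and cites earlier work that the enzyme makes estradiol in corpora lutea. From these it proposes the decrease as a contributor to the missing ovulation and the low estrogen.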

Ugt1a10 (UDP-glucuronosyltransferases (UGTs), comprising two families, UGT1 and UGT2, are a class of membrane-bound glycoproteins that biotransform a large number of endogenous and exogenous compounds produced by Phase II enzymes [38]. UGTs from both families are directly involved in the biotransformation of estradiol (E2), and the 4-hydroxylated catechol-estrogens (4-OH-CEs) by catalyzing glucuronidation reactions [39]. The activated estrogen-ER complex can interact with cofactors that modify ER’s action, either by enhancing or inhibiting target gene transcription [40]. Ugt1a10 was identified a novel estrogen-regulated target gene because UGT1A10 mRNA expression was stimulated, and then decreased, by E2 in a dose- and time-dependent manner when acting on its corresponding estradiol receptors (ER) [41]. Therefore, in our study, the low level of E2 may be attributed to the observation that UGT1A10 gene expression was decreased in Y123F mice ovaries, as shown by both microarray and qPCR.

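*Ugt1a10* had a signal of 495.5 on the WT array and 693 on the HOM array, a HOM/WT ratio of 1.12. Its log2 HOM/WT was 0.17 on the brightest of 3 detected probes and 0.50 as the mean over them. All 8 listed members of the UGT1A family were measured, and 4 were detected, each with a log2 HOM/WT above 0 and none past 2-fold. *Ugt1a6b* had signals of 20.2 and 44.6 (log2 HOM/WT 0.58), *Ugt1a6a* had 16.3 and 22.4 (0.11), and *Ugt1a7c* was detected on the HOM array only and was at least 1.05-fold higher there. The median of the family was 0.19, at percentile 81.3 of random lists. The family's transcripts differ in their first exon and share the rest, so a probe in the shared part measures several members together.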

Kit: Tyrosine-protein kinase Kit, also known as proto-oncogene c-Kit, is a receptor tyrosine kinase protein encoded by the *KIT* gene in humans [42]. Kit forms a dimer that activates its intrinsic tyrosine kinase activity, which in turn phosphorylates and activates signal transduction molecules to propagate the signal in the cell. Previous studies demonstrated the expression profiles of the kit ligand and c-Kit within the human ovary, which suggested that they could be functionally relevant to reproduction, though little is known about their specific roles [43,44]. Meanwhile, studies using animal models have revealed the functions of the kit ligand and c-Kit in oocytes and follicle development through interactions between granulosa cell-derived kit ligand and oocytes and theca cell-derived c-Kit. This included the establishment of primordial germ cells within the ovary, primordial follicle activation, oocyte survival and growth, granulosa cell proliferation and theca cell recruitment [45]. In our study, the kit gene exhibited increased expression in Y123F HOM mouse ovaries, indicating its possible involvement in the early stage of follicular development.

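*Kit* had a signal of 163 on the WT array and 274 on the HOM array, a HOM/WT ratio of 1.34 on the 1 detected probe of 3. Its log2 HOM/WT was 0.43 after quantile normalization, 0.63 after median scaling and 0.70 without scaling, below 2-fold under each. *Kitl*, the Kit ligand made by granulosa cells, was not detected by any of its 3 probes, with signals of 3.94 and 7.68 on the brightest. In the granulosa cell list, the gap junction protein *Gja1* had signals of 2054 and 1363 (log2 HOM/WT -0.91), the activin-binding *Fst* 230.1 and 195 (-0.49) and the cyclin *Ccnd2* 130.3 and 115 (-0.43), all genes that other cells make too, while the inhibin subunit *Inha* had 21.6 and 49.3 (0.62). The median of these 4 detected genes was -0.46, at percentile 1.92 of random lists, and over the alternatives run it ranged from -0.55 to -0.19 and the percentile from 0.43 to 2.69. Among oocyte genes, *Gdf9* had signals of 21.3 and 34.7 (log2 HOM/WT 0.28), *Bmp15* was detected on the HOM array only and *Zp2* on the WT array only, both close to the limit of detection, and the median of the 3 was at percentile 71.0. Among genes of theca and interstitial cells, *Pdgfra*, a receptor of stromal cells, had 1363 and 1074 (log2 HOM/WT -0.65), the hedgehog receptor *Ptch1* 147.5 and 248 (0.42) and *Tcf21* 181 and 203 (-0.12, and 0.09 after median scaling), and the median of the 6 detected genes was 0.08, at percentile 54.6. Of 13 measured genes that the LH surge induces before ovulation, 5 were detected, with a median of -0.12 (percentile 25.0), which was 0.01 after median scaling. *Has2*, a hyaluronan synthase, had -0.48, the progesterone receptor *Pgr* had -0.13 and the matrix protein *Ptx3* had -0.12, both 0.07 without scaling, and the protease *Adamts1* had 0.40, with -0.04 as the mean over its probes.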

In summary, our data suggested that Y123F mice might be a new animal model of PCOS for research that mainly emphasizes metabolic disorders and anovulation, but not the polycystic phenotype. The identification of LepR expression in the ovary suggested that leptin might have a direct effect on the ovary in HOM mice, although this does not exclude its indirect actions from the brain. Microarray and qPCR analyses of Y123F mouse ovaries indicated that the LepR defects affected many pathways, including the JAK-STAT signaling pathway and hormone biosynthesis pathway, which are involved in ovary development and ovulation. Although not all the involved genes in Y123F mouse ovaries could be discussed and verified, the roles of the related genes and pathways identified herein could be deduced by the mutation-induced changes in their expressions. The detailed mechanisms of the interactions among these genes will be further studied to illuminate the relationship between LepR and reproduction, and between obesity and reproduction, especially in the ovary, which might help to clarify the mechanism of PCOS.

## Supporting Information

S1 Table Gene expression differences between Y123F and WT by Illumina Microarrays. S1 Table gives gene lists with significant changes of mRNA levels in ovaries of the mouse strain (denoted Y123F) with artificially mutated leptin receptors, with phenylalanine (F) substitution for all 3 tyrosine (Y) residues within exon 18 of LepRb of Tyr985, Tyr1077 and Tyr1138, with wild types of the same litter as the control. Y123F mice also manifested obesity, hyperphagia, hyperleptinemia, hyperinsulinemia and impairment in glucose tolerance. Young mice subjected to cDNA microarray analysis, LepR/WT indicated the Y123F signal value/control signal value. Ovarian tissues of 12 weeks old Y123F and Control mice was taken from 6 ovaries of 6 mice respectively, and then mixed into RNA pools for the DNA microarray analysis by United Gene Technology Co Ltd (Shanghai). Mouse WG-6 v2.0 chip (microarray chips, Illumina) was used as the mouse whole genome expression profiling bead chip. The original data were uploaded into GEO library (GSE73590).
(DOCX)

# Supplementary material for: The Influence of LepR Tyrosine Site Mutations on Mouse Ovary Development and Related Gene Expression Changes
**Source:** PLoS One. 2015 Nov 3;10(11):e0141800. doi: 10.1371/journal.pone.0141800
**Supplement:** S1 Table — gives gene lists with significant changes of mRNA levels in ovaries of the mouse strain (denoted Y123F) with artificially mutated leptin receptors, with phenylalanine (F) substitution for all 3 tyrosine (Y) residues within exon 18 of LepRb of Tyr985, Tyr1077 and Tyr1138, with wild types of the same litter as the control. Y123F mice also manifested obesity, hyperphagia, hyperleptinemia, hyperinsulinemia and impairment in glucose tolerance. Young mice subjected to cDNA microarray analysis, LepR/WT indicated the Y123F signal value/control signal value. Ovarian tissues of 12 weeks old Y123F and Control mice was taken from 6 ovaries of 6 mice respectively, and then mixed into RNA pools for the DNA microarray analysis by United Gene Technology Co Ltd (Shanghai). Mouse WG-6 v2.0 chip (microarray chips, Illumina) was used as the mouse whole genome expression profiling bead chip. The original data were uploaded into GEO library (GSE73590).

**S1 Table. Gene expression differences between Y123F and WT by Illumina Microarrays.** S1 Table gives gene lists with significant changes of mRNA levels in ovaries of the mouse strain (denoted Y123F) with artificially mutated leptin receptors, with phenylalanine (F) substitution for all 3 tyrosine (Y) residues within exon 18 of LepRb of Tyr985, Tyr1077 and Tyr1138, with wild types of the same litter as the control. Y123F mice also manifested obesity, hyperphagia, hyperleptinemia, hyperinsulinemia and impairment in glucose tolerance. Young mice subjected to cDNA microarray analysis, LepR/WT indicated the Y123F signal value/control signal value. Ovarian tissues of 12 weeks old Y123F and Control mice was taken from 6 ovaries of 6 mice respectively, and then mixed into RNA pools for the DNA microarray analysis by United Gene Technology Co Ltd (Shanghai). Mouse WG-6 v2.0 chip (microarray chips, Illumina) was used as the mouse whole genome expression profiling bead chip. The original data were uploaded into GEO library (GSE73590).

**Gene expression differences between Y123F and WT by Illumina Microarrays**

How the deposited data were processed for this re-analysis (not part of the article)

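Gene expression was measured in RNA labelled as from ovaries of WT mice and of mice HOM for Y123F, as 1 pool per genotype on 1 Illumina MouseWG-6 v2.0 array each. Genotype and organ are taken from these labels. The authors deposited a table of background-subtracted probe intensities from Illumina's GenomeStudio, not normalized between the arrays, while the Methods name BeadStudio and robust multichip analysis. Each intensity in it comes with a detection p-value that the authors' Illumina software computed from negative control beads. The authors also deposited a second table of intensities for the same arrays, and a check showed it to be quantile normalized on the linear scale, with a largest difference of 1.57 from the same calculation done here. No software version is given with either table.

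Of 45281 probes, 34885 carried 1 gene symbol in the annotation provided with the arrays, 18 carried several and 10378 were not listed, and the latter 2 groups were left out of gene results. The probes named 19057 genes, 9172 of them by several probes, and the brightest probe over both arrays represented a gene. Genes that the paper names and that had no named probe here are stated as such and were not sought by other means.

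Signals were corrected for background with the normexp method of limma 3.58.1 in R 4.3.3, with the background estimated from the detection p-values. An offset of 16 was added, and the values were taken to log2 and then quantile normalized. Signals are printed as deposited, before this step, and log2 HOM/WT after it. The offset pulls the ratios of dim probes toward 1, so their changes are understated. A probe counted as detected at a detection p-value below 0.01, the paper's threshold. Where it was detected on 1 array only, a bound is given on the same normalized scale, from the probe's value on the detecting array over that of the dimmest detected probe of the other array, or over the probe's own value there if that was higher. It is therefore not the ratio of the printed signals. The bound makes no allowance for measurement error, so one close to 1 gives no clear direction. No fold is given where neither array detected it.

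With 1 array per genotype no test of a gene was possible. A gene was counted as higher or lower at a log2 HOM/WT of at least 1 or at most -1 with detection on at least 1 array, which is a rule of size. On simulated arrays of 45281 probes this rule was tested with known ratios, 50 probes for each. It called 98% of probes at a ratio of 0.25, 82% at 0.4, 74% at 2.5 and 98% at 4. Of unchanged detected probes it called 0.19%. Only probes with a signal above 100 were changed, and the multiplicative noise was set at 15%. The simulation therefore does not show how the rule performs on changes in dimmer probes. The median log2 HOM/WT of each gene list was set beside 10000 random lists of the same size, matched on mean signal in 20 bins, and called outside the middle 95% where it lay beyond it. This percentile describes these 2 arrays and is no p-value for the genotype.

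The signal over background limits what can be read from an array in the way that depth does for sequencing. The median signal of detected probes was 89.0 on the WT array and 99.2 on the HOM array, the highest was 18670 and 17788, and 28.0% and 27.9% of all signals lay below 0. The signals of the 2 arrays had a Spearman correlation of 0.899 across probes, and the log2 values a Pearson correlation of 0.974 across detected genes. The SD of log2 HOM/WT over all detected genes was 0.41.

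The genes named in the text are those the paper names for the microarrays, the 10 highest and 10 lowest past the rule of size, and in each gene list up to 4 detected members with the largest absolute log2 HOM/WT, with members the Discussion names. This rule, the 26 gene lists and the alternatives were set before the data were examined, and after the ratios of S1 Table and Table 4 had been read. The members of the lists come from general knowledge. The percentile limits and the tolerances for calling a value moved were set after the data had been opened and before the list results were computed. Ratios of 18 genes, and then the signals of organ markers, the brightest genes and the most extreme probes, were looked at before these analyses were run. The analyses were run 4 times with the same normalization, rule of size and lists. Between runs, after results had been seen, the treatment of *Mgst2* in the comparison with the paper was changed to a bound, a count of uterine genes without those the ovary also expresses was added, and the criterion for attributing the excess of lower genes to single probes was made stricter, which left that explanation open.

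The alternatives were an offset of 50, no background correction (values below 1 set to 1), median scaling or no scaling between the arrays, the authors' normalized values, detection on both arrays, at a p-value below 0.05 or not required, a fold of 1.5 or 3, and the mean over a gene's detected probes. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.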

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

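The tests of low sensitivity, of loss of follicles and of a partial admixture, and both tests of the excess of lower genes, were chosen after the results they measure had been seen. The tests of probe identifiers and of uterine genes were set before, but many ovarian markers and some markers of other organs had already been seen by then, so only the uterine genes in that comparison were unseen.

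The first pattern is that genes of ovarian cells were near background on both arrays. Of 23 measured ovarian markers, 4 (17.4%) were detected on both arrays. Low sensitivity of the arrays is argued against by the 14902 probes detected on the array with fewer, and by the detection of all 8 measured housekeeping genes on both. Probe identifiers out of place are argued against by the signals of 2 probes of one gene, which had a Spearman rho of 0.437 across 9172 genes, against 0.00734 after shuffling. The design offers a biological explanation, loss of follicles and corpora lutea in HOM ovaries, but only 21.7% of the ovarian markers were detected on the WT array either. The same 21.7% argues against ovarian RNA with a smaller part of uterus or oviduct in it.

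A remaining hypothesis is that the RNA on both arrays came mainly from another organ of the reproductive tract. For the uterus it rests on a signal in genes the paper does not discuss. Of 14 measured uterine markers not looked at before, 11 (78.6%, exact 95% interval 49.2 to 95.3) were detected on both arrays, against at most 30% of the markers of any other organ listed, which was skeletal muscle. The ovary also expresses 4 of the 14, a subset chosen after the result was seen, and without them 7 of 10 (70%, interval 34.8 to 93.3) were detected. Of the unseen markers, *Hoxd10* had signals of 1941 on the WT array and 1700 on the HOM array, *Msx1* 1290 and 1400, and *Cxcl15* 146 and 203, while *Hoxa10* and *Emx2* were detected on neither array and *Prss28* on the HOM array only. A further 8 uterine markers had been listed because they were seen among bright or changed probes, so their detection, 8 of 8, tests nothing. Among those *Osr2* had 5524 and 7192 and *Hdc* 6176 and 7801. These examples were chosen after their values had been seen. The values may therefore reflect uterine rather than ovarian tissue. The oviduct was not among the organs compared and stays open as the main source, alone or with uterus. Of 11 measured genes of the list of oviduct secretory and other glandular epithelium 10 were detected on at least 1 array, among them *Ovgp1*, and of 9 genes of ciliated epithelium 2 were. Of other tissues rich in smooth muscle, the urinary bladder had 20% of its markers detected on both arrays. The ratios of these arrays also do not yield those of the paper's S1 Table, with a Pearson r of 0.018 across 106 detected genes. It ran from -0.01 to 0.04 over the background corrections and scalings tried, the authors' normalized values included. S1 Table lists *Star* at a HOM/WT of 0.313 and *Cyp11a1*, as Cyp11a, at 0.295. Neither gene was detected on either array here. Whether the deposited arrays are those behind S1 Table stays open, and the reason for the mismatch was not tested.

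The second pattern is that 146 genes were lower and 40 higher on the HOM array. Of 53 lower genes with another detected probe, 45.3% were lower by at least 0.5 on the log2 scale on it. These genes were picked on their brightest probe, so less agreement on another probe follows from the selection alone. With the mean over each gene's detected probes 111 genes were lower and 35 higher. That count decides little, because only 53 of the 146 lower and 13 of the 40 higher genes have another detected probe. For the others the mean is that of the same single probe. Probe-specific signal as the source of the excess therefore stays open. The ratio of lower to higher genes was 3.65, and it was 0.329 without scaling between the arrays, so the excess may come from the scaling. No biological explanation of this excess was tested.

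In addition, 5 gene lists that are not pathways of the paper's Table 3 had a median log2 HOM/WT outside the middle 95% of random lists. The macrophage and MHC class II list (12 of 14 measured genes detected) had a median of 0.52 at percentile 100, with *H2-Eb1* at 1.08, *H2-Ab1* at 0.91 and *Mrc1* at -0.84, and *Ctss* at least 1.53-fold lower. The lymphocyte and plasma cell list (3 of 8, all of them *Cd3* genes) had 0.59 at percentile 98.5, with *Cd3e* at 1.13, *Cd3g* at 0.59 and *Cd3d* at least 1.33-fold higher. Both stayed outside in every alternative run, at percentiles of 100 and of 98.5 to 99.7, except that too few lymphocyte genes were detected on both arrays for a median. The glucocorticoid-responsive list (11 of 11) had -0.31 at percentile 0.715, but held *Fkbp5* at 0.71 and *Mt2* at 0.58 beside *Errfi1* at -0.52 and *Klf9* at -0.54, and lay at percentile 3.38 with the mean over probes. The granulosa cell list had -0.46, and lay inside at a detection p-value of 0.05 (percentile 2.69). The cholesterol synthesis list had 0.28, and its lowest percentile was 94.4, under median scaling and without scaling. With MAPK signaling, 6 of 24 lists lay outside, where 1.2 would be expected for separate lists of unrelated genes. The random lists draw their genes independently, while genes of one list can vary together and some lists share genes. More lists than 1.2 can therefore fall outside by chance. With 1 pool per genotype none of this separates genotype from the difference between 2 pools.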

How the results depend on the processing

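No alternative was added later. No paired analysis was possible because each genotype has 1 pool and 1 array, and for the same reason no replicate can be left out. Of 190 list medians under an alternative, 34 moved by more than 1 SD of the median over resampled members, and of 750 values of named genes 68 moved, none with a reversed call. The cause was not tested for any of them, though leaving out or changing the scaling shifts the median of all genes by construction.

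Without scaling the medians became 0.27 for theca cells, 0.070 for ovulation, 0.45 for cholesterol synthesis, 0.40 for UGT1A, 0.15 for JAK-STAT, 0.30 for glutathione, 0.48 for MAPK, 0.24 for PPAR, 0.33 for complement, 0.33 for oviduct, 0.82 for macrophages, 0.16 for smooth muscle, 0.32 for immediate early genes, -0.025 for glucocorticoid-responsive genes, 0.29 for cell cycle and 0.29 for housekeeping. Median scaling gave 0.34 for UGT1A, 0.085 for JAK-STAT, 0.23 for glutathione, 0.42 for MAPK, 0.18 for PPAR, 0.27 for complement, 0.26 for oviduct, 0.76 for macrophages, 0.10 for smooth muscle and 0.26 for immediate early genes. Lists not named for a scaling shifted with it as well, by less than this SD, such as the granulosa cell list, which was at -0.19 without scaling, and the SOCS family, at -0.055. The authors' values and no background correction each gave 0.39 for cholesterol synthesis, 0.34 for UGT1A and 0.87 for lymphocytes. An offset of 50 gave 0.17 for cholesterol synthesis, and the mean over probes 0.36 for UGT1A.

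The numbers of higher and lower genes were 4 and 48 with an offset of 50, 365 and 469 without background correction, 99 and 71 after median scaling, 152 and 50 without scaling, 365 and 470 in the authors' values, 514 and 815 at 1.5-fold and 0 and 8 at 3-fold. Detection on both arrays, at a p-value of 0.05 or not required, and the mean over probes kept both numbers within 1.5 times. The correlation with S1 Table ran from -0.01 to 0.04.

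Of the named genes, 20 moved without background correction, 20 in the authors' values, 14 with an offset of 50, 13 with the mean over probes, 1 without scaling and 0 after median scaling, where moved means by more than 0.33, the SD between probes of one gene. That tolerance is wider than the shift from the scaling, and the named genes did depend on it: 10 changed sign without scaling and 7 after median scaling. Under both, *Lpl* was no longer past 2-fold, and *Gpx3*, *C4b*, *Scd2* and *H2-Ab1* were. Signal over background limits the dim genes: below the lowest detected signal of 15.1 (WT) and 15.9 (HOM) no ratio can be read.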

Differences from the paper's values

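Ratios are HOM/WT, the paper's microarray value first. In the Results text, the paper gives 0.51 for *Idh1* and the value here is 0.830; the paper's 0.38 for *Gadd45a* stands beside 1.39, its 0.36 for *Mapkapk3* (0.274 in the paper's S1 Table) beside 1.30, its 4.46 for *Lep* beside 1.08, its 0.28 for *Cish* beside 1.16, its 3.10 for *Cacna1d* beside 0.839, its 0.35 for *Jun* beside 1.05, its 0.21 for *Hsd17b7* beside 1.12 and its 0.18 for *Ugt1a10* beside 1.12. For *Fabp3* the paper gives 2.36 in the text and 2.34 in Table 4, and the value here is 1.24. For *Acsl4* the paper gives 0.236 and 0.23, and the value here is 0.725.

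In Table 4, the paper gives 0.13 for *Cited4* against 1.13 here, 3.30 for *Insl3* against 1.17, 2.17 for *Kit* against 1.34, 0.46 for *Nupr1* against 1.47, 0.08 for *Ovgp1* against 0.517 and 0.30 for *Timp1* against 1.30. Of the alternatives set before the data were examined, median scaling (1.55) and no scaling (1.62) bring *Kit* within 1.5 times the paper's value, and an offset of 50, no background correction, the authors' normalized values and the mean over probes do not. For the other genes above, each of these 6 alternatives leaves the value apart from the paper's. *Ovgp1* passes 2-fold, as in the paper's array values but not its qPCR, without background correction (0.488) and in the authors' normalized values (0.488). For *Mgst2* only a bound can be given, a ratio of at most 0.858, which does not exclude the paper's 0.17.

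The paper counts 41 increased and 100 decreased genes at a detection p-value below 0.01 and a DiffScore beyond 20. The counts here, 40 and 146, use the same detection p-value and a fold of 2 in place of the DiffScore, so the thresholds differ. Few of the genes are listed in S1 Table, 3 of the 40 and 1 of the 146, and the 3 are listed there as decreased. Of its 141 genes, 129 had a named probe here and 106 were detected. Across these 106 genes the log2 ratios had a Pearson r of 0.018 and a Spearman rho of 0.028, and 50 (47.2%, exact 95% interval 37.4 to 57.1) had the direction of S1 Table, 18 of 29 increased and 32 of 77 decreased genes. Past 2-fold, *Inmt* had its direction, and *Ltf*, *H2-Eb1* and *Fcgr4* had the opposite one.

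The paper names *Serpina5* and *Gpha2* as increased, and neither was detected on either array here. *Prlr*, *Adora1*, *C3*, *Cfd* and *Serpina3c*, which the paper reports as changed, had no named probe. The direction here was that of the paper's array values for *Idh1*, *Acsl4*, *Ovgp1*, *Lep*, *Fabp3*, *Insl3* and *Kit*, and for the bound of *Mgst2*, with *Idh1* at 1.01 without scaling. By qPCR the paper reports *Ovgp1* as higher in HOM, the opposite of its own array value. Its qPCR gave *Cish*, *Hsd17b7*, *Ugt1a10*, *Cited4*, *Timp1* and *Nupr1* as lower in HOM, the direction of its array values and not of the values here. The direction here was opposite to the paper's array values for *Gadd45a*, *Mapkapk3*, *Cish*, *Jun*, *Hsd17b7*, *Ugt1a10*, *Cited4*, *Timp1* and *Nupr1*, and for *Cacna1d*, the last at 1.05 without scaling. A log2 HOM/WT smaller in size than 0.33, the SD between probes of one gene, gives no clear direction. On the brightest probe this held for *Cish*, *Jun*, *Hsd17b7*, *Ugt1a10*, *Cited4*, *Cacna1d*, *Idh1*, *Lep*, *Fabp3* and *Insl3*. With the mean over detected probes it held for *Gadd45a* (0.29) and *Timp1* (0.31) too, and no longer for *Ugt1a10* (0.50). The bound of *Mgst2* carries no measurement error and gives no clear direction either.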

Other observations

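Gene lists that belong to no claim of the paper had these median log2 HOM/WT values. The adipocyte list (6 of 14 measured genes detected) had 0.04 at percentile 46.6, and -0.04 over genes detected on both arrays, with *Lpl* past 2-fold (-1.08). Red blood cells (3 of 5) had -0.13 at percentile 27.9, and 0.03 without scaling. Smooth muscle had -0.05 at percentile 29.2, above 0 after median scaling and without scaling. Immediate early genes (8 of 12) had 0.02 at percentile 49.8, and -0.04 at a detection p-value below 0.05, with *Junb* past 2-fold (1.26). Cell cycle genes (13 of 16) had 0.08 at percentile 55.1, and housekeeping genes 0.04 at percentile 53.4.

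The estrogen receptor *Esr1* had a signal of 374 on the WT array and 161 on the HOM array, a log2 HOM/WT of -1.44, and was singled out after its values had been seen.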
